A study of Mus musculus with 2 samples.

How the data were processed

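The series held single-cell RNA sequencing of liver cells from C57BL/6 mice, with 1 library from mice on chow and 1 library from mice on a NASH diet. NASH stands for non-alcoholic steatohepatitis, and the labels describe that diet as rich in fructose, fat and cholesterol. Both diets were given for 6.5 weeks. Per the labels' protocols, livers were digested with collagenase and the cells were separated on Percoll at 90% and 25%, each spun at 100 g and 1000 g, to recover non-parenchymal cells together with hepatocytes of several densities. Per the labels, libraries were made with the 10x Genomics 3' kit, version 3, although the first deposited barcodes look like those of an earlier kit, so the version is uncertain. In these kits reads carry a cell barcode and a unique molecular identifier (UMI), so that each UMI counts 1 captured RNA molecule. How many mice entered each library is not given in the sources used here.

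The deposited matrices held whole-number UMI counts per gene and barcode, written by Cell Ranger 3.0.2 per the file headers, with no normalization. The aligner, the genome build and the annotation are not given in the sources used here. The deposited barcodes numbered 7359 for chow and 5881 for the NASH diet, and the lowest UMI count of any barcode was 510 and 744. A merged matrix of both libraries was also deposited. Its NASH diet part differed from that library's own matrix by 0 UMIs, and its chow part held 61889255 UMIs, 86.4% of the library's own, with 0 entries above the library's own. That matrix was therefore used as an alternative with fewer chow UMIs, and the libraries' own matrices as the main source. Its depth was still unequal, with a mean of 8410 UMIs per chow barcode and 6706 per NASH diet barcode. Columns left unmatched to a sample numbered 0.

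Gene symbols and Ensembl gene IDs came from the deposited files. Of 31053 gene IDs, 31011 (99.9%) were found in the GENCODE M21 annotation of the mouse genome build GRCm38, which was used only to give gene positions, matched by gene ID. Since the authors' build is not stated, these positions describe that annotation and not the deposited files. Members of gene families with near-identical transcripts, among them Saa1 and Saa2, the Orm, Mup, Cyp4a and Cyp2c genes, Cyp2a5 and the Serpina1 genes, can share reads, and their separate values are uncertain.

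Before the data were examined, the groups, cell filters, cell type markers of 17 classes, 15 gene lists, the rule for naming genes and the other settings to be tried were fixed. Barcodes were kept with at least 200 genes, at least 500 UMIs and at most 30% mitochondrial UMIs. Of the chow barcodes, 1713 had under 200 genes and 3033 exceeded the mitochondrial limit, against 468 and 3511 of the NASH diet barcodes, and barcodes could fail both. These filters left 4326 and 2369 barcodes. Scrublet, run in scanpy 1.11.5 on each library, called 0 doublets by its own threshold in both libraries, so that threshold did not work here. Doublets were instead taken out as the barcodes with the highest Scrublet score, at 0.8% per 1000 barcodes. Scores were ranked over all deposited barcodes of a library, which marked 433 chow and 277 NASH diet barcodes, some of which had already failed the filters. This removed 285 of the 4326 chow and 64 of the 2369 NASH diet barcodes and left 4041 and 2305, so the removal was unequal between the libraries.

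Both libraries were clustered together without integration, on 2000 variable genes chosen within library, 30 principal components, 15 neighbours and Leiden clustering at resolution 1.0 (igraph 0.11.9, scikit-learn 1.9.0, seed 0). A cluster was named from the fixed markers when their mean log2 fold over all other cells was at least 1, at least 3 of them were detected in 10% of its cells, and no other class had more markers among its 10 leading genes. Hepatocytes made up most cells, so this rule could not name them. After the clusters had been seen, a second step was added in which a cluster left unnamed was compared with the pooled non-parenchymal clusters and could be named hepatocyte-like only. The thresholds of both steps were also set after the clusters had been seen. Clusters whose median UMI count was under 1 part in 3 of their library's median, with no marker of the class among the 10 leading genes, stayed unnamed. This kept 43.0% of the kept chow barcodes and 42.7% of the NASH diet barcodes out of the hepatocyte-like class, as low-UMI droplets holding hepatocyte RNA. No T cell-like or B cell-like cluster was found at these settings, so the planned shares of those classes, the T cell effector and exhaustion list and the shares of T cells with a Cd8a or Cd4 UMI have no value. B cells could not serve as the background class either, and hepatocyte-like cells alone were used.

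Each diet was represented by 1 library, so there is no test between diets. Cells are not replicates of a diet, and no p-value or standard error was computed. Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals and summed counts carry exact 95% Poisson intervals. Both cover counting error only, not differences between mice or preparations. Poisson intervals, and those from Poisson draws of counts, treat each UMI as independent. They therefore also leave out the spread between cells, and are too narrow where few cells hold most UMIs. For a count of 0 the limit given is 3 counts of the total. UMI counts were summed over the cells of a class per library and scaled to the total of that class as CPM, the usual unit of gene counts corrected for depth, and ratios are log2((NASH diet CPM + 5)/(chow CPM + 5)), which understates the change of low genes. A gene list is described by the median of this ratio, its interval from 500 Poisson draws of the counts, and its percentile among 10000 random lists of the same size matched on mean expression in 100 bins. In hepatocyte-like cells, scaling by the median ratio over genes differed from CPM by 0.15 on the log2 scale, and in endothelial-like cells by −0.12. List medians in those classes are therefore also given relative to that shift.

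Genes are named by fixed rules. The first names, in each list, the 3 genes with the largest absolute ratio among those with at least 50 UMIs over both libraries. The second names, in each compared class with at least 50 cells in each library, the 3 genes most higher and the 3 most lower in the NASH diet library, among genes with at least 50 CPM in one library and at least 50 UMIs over both. It left out mitochondrial, ribosomal protein, haemoglobin and immunoglobulin genes and class markers. It also required the same sign after subtraction of ambient RNA, in the merged matrix and under median-ratio scaling, and, outside hepatocyte-like cells, a CPM at least that of all cells of the library. Genes outside these rules are marked as chosen after their values were seen. Shares of cells with a UMI were taken after each cell was thinned to 1000 UMIs, with shallower cells left out. Each share rests on a single random draw of the thinning, which its interval or limit does not cover.

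The list statistics were tested on simulated counts with 200 genes changed by known folds. All 200 had the right sign in the chow against NASH diet comparison of hepatocyte-like (1985 genes), mononuclear phagocyte-like (2847 genes) and endothelial-like cells (3666 genes). In these classes 100%, 89.5% and 83.5% of the changed genes came within 0.5 log2 of the true value. Of 40 unchanged lists, 2, 1 and 2 fell outside the central 95% of random lists. The simulated counts were Poisson draws from the pooled profile of a class, and the genes assessed had at least 50 CPM. They held no single cells, no mixing of cell types and no low genes among those assessed. The simulation therefore covers counting error only, and says nothing of values that rest on few cells, mixed clusters or low genes.

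Other settings chosen at that time were a mitochondrial limit of 10% or none, at least 500 genes and 1000 UMIs, both other treatments of doublets, Leiden resolutions of 0.5 and 2.0, each library clustered on its own, clustering seed 1, the merged matrix, subtraction of ambient RNA scaled on 5 hepatocyte genes (not for hepatocyte-like cells, where it is void), median-ratio scaling, pseudocounts of 1 and 20, a minimum of 50 UMIs per gene, the mean over cells of CPM, another denominator of shares, and thinning to 500 or 2000 UMIs or not at all. Re-clustering of the named non-parenchymal clusters on their own, and a denominator without hepatocyte-like cells and low-UMI droplets, were added after the data had been seen. Further lists of enterocyte genes, SREBP2 targets, LXR targets, immediate early genes, IL-6 targets and haemoglobin genes were written for the tests of explanations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9 were used.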

Results

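Gene expression of single liver cells was measured in mice fed chow or a NASH diet for 6.5 weeks, to compare the diet-induced NASH liver with the chow liver. The chow library held 71635757 UMIs over 7359 barcodes, with a median of 4843 UMIs per barcode. The NASH diet library held 39440182 UMIs over 5881 barcodes, with a median of 2305. Each diet was represented by 1 library, so no difference between diets was tested and none could be set against a spread between replicates. The intervals given with shares and counts are exact 95% binomial or Poisson intervals, and they cover counting error only. Intervals of counts, ratios and list medians leave out the spread between cells as well.

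Transcripts of the Y chromosome genes were read in both libraries and those of Xist hardly at all. Ddx3y had 3883 UMIs in the chow library and 2535 in the NASH diet library, Eif2s3y 2235 and 1431, Uty 831 and 401, and Kdm5d 451 and 220, while Xist had 2 and 1.

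The libraries differed in the mitochondrial share of their barcodes. The median share was 20.7% of UMIs in chow and 34.3% in the NASH diet library. Barcodes over 80% mitochondrial UMIs were 34.9% (33.8 to 36.0) of the chow and 19.1% (18.1 to 20.1) of the NASH diet barcodes. Barcodes between 30% and 80% were 6.29% (5.75 to 6.87) of the chow and 40.6% (39.4 to 41.9) of the NASH diet barcodes. The limit of 30% therefore left out different parts of the libraries. After all filters 4041 chow barcodes (54.9%) and 2305 NASH diet barcodes (39.2%) were kept, with a median of 3722 and 4778 UMIs and of 1237 and 1669 genes. The kept barcodes still differed in their median mitochondrial share, at 11.9% and 22.2%.

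**Figure D1:**
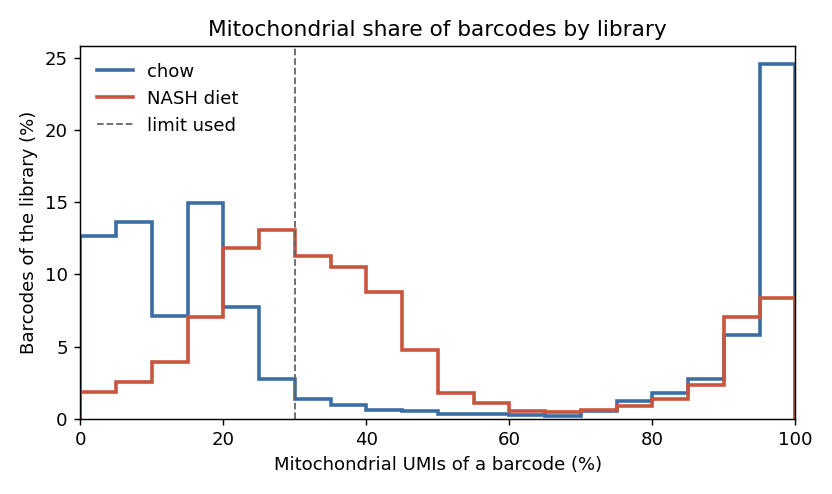
Percent of a library's barcodes (vertical axis) by the percent of mitochondrial UMIs in a barcode (horizontal axis, bins of 5 percentage points), for the chow (blue) and NASH diet (red) libraries, with the limit used dashed at 30%. Between 30% and 80% lie 6.29% of the chow barcodes and 40.6% of the NASH diet barcodes.

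The cell type makeup of the libraries was compared by clustering their kept cells together. Hepatocyte-like cells were 2104 of 4041 chow cells, 52.1% (50.5 to 53.6), and 1138 of 2305 NASH diet cells, 49.4% (47.3 to 51.4), a log2 ratio of −0.08, and these intervals overlapped. The alternative that moved this ratio most, no mitochondrial limit, gave 0.83, but there a low-UMI cluster of 2110 NASH diet cells was named hepatocyte-like while one of 1742 chow cells stayed unnamed. Different clusters held the class in each library, namely clusters 2, 4, 6, 8 and 10 mostly in chow and clusters 3, 5, 9 and 11 mostly in the NASH diet. Acute phase genes were among the leading genes of clusters 2 and 10, and interferon response genes led cluster 16, which held 7 chow and 8 NASH diet cells. Clusters 0 and 1, left unnamed as low-UMI droplets of hepatocyte RNA, held a further 43.0% (41.4 to 44.5) of chow and 42.7% (40.7 to 44.7) of NASH diet cells, again almost wholly 1 library each.

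The other classes held few cells. Endothelial-like cells (clusters 12 and 14) were 66 in chow, 1.63% (1.27 to 2.07), and 50 in the NASH diet library, 2.17% (1.61 to 2.85), so the intervals overlapped. Cluster 12 held 42 chow and 43 NASH diet cells. Cluster 14, with a median of 834 UMIs, held 24 and 7, so the class was not made up alike in both libraries. With no mitochondrial limit the cluster named endothelial-like was led by Kupffer genes as well, so its ratio of −0.73 is not set against the 0.41 found here. With hepatocyte-like cells and low-UMI droplets left out of the denominator, an alternative added later, the same cells gave −0.27, so no order was read. Mononuclear phagocyte-like cells (cluster 7) were 90 in chow, 2.23% (1.79 to 2.73), and 94 in the NASH diet library, 4.08% (3.31 to 4.97). The 10 leading genes of that cluster had a median log2 ratio of −2.10 between the libraries, with 9 of 10 lower in the NASH diet, so its cells were not alike in both libraries and no order was read from these shares. At a Leiden resolution of 2.0 the log2 ratio of 0.87 became −1.61, with 43 chow and 85 NASH diet cells in a separate unnamed cluster led by Ighm and Ccl5. A cholangiocyte-like cluster of 26 chow and 16 NASH diet cells, led by Spp1, Epcam and Cd24a, was named at that resolution but not at the main settings. No T cell-like cluster was found at the main settings. Re-clustering of the non-parenchymal cells, added after the data had been seen, gave 7 T cell-like chow cells, 0.173% (0.0697 to 0.357), and 20 NASH diet cells, 0.868% (0.531 to 1.34), a log2 ratio of 2.32. Over the re-clustered cells only, the log2 ratio was 1.60. With no mitochondrial limit there were 8 of 5216 chow and 23 of 5146 NASH diet cells, a smaller difference in share. Neutrophil-like cells were 8 in chow, 0.198% (0.0855 to 0.390), and 3 in the NASH diet library, 0.130% (0.0268 to 0.380), a difference not detectable at this depth. Mesenchymal-like cells were 18 in chow, 0.445% (0.264 to 0.703), and 19 in the NASH diet library, 0.824% (0.497 to 1.28). Cycling cell-like cells were 19 and 5, or 0.470% (0.283 to 0.733) and 0.217% (0.0705 to 0.505), with a median of 31512 and 20864 UMIs, nearer to hepatocyte-like cells than to the other classes. Erythroid-like cells were 0 in chow, which allows a share of up to 0.0742%, and 6 in the NASH diet library, 0.260% (0.0956 to 0.566).

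**Figure D2:**
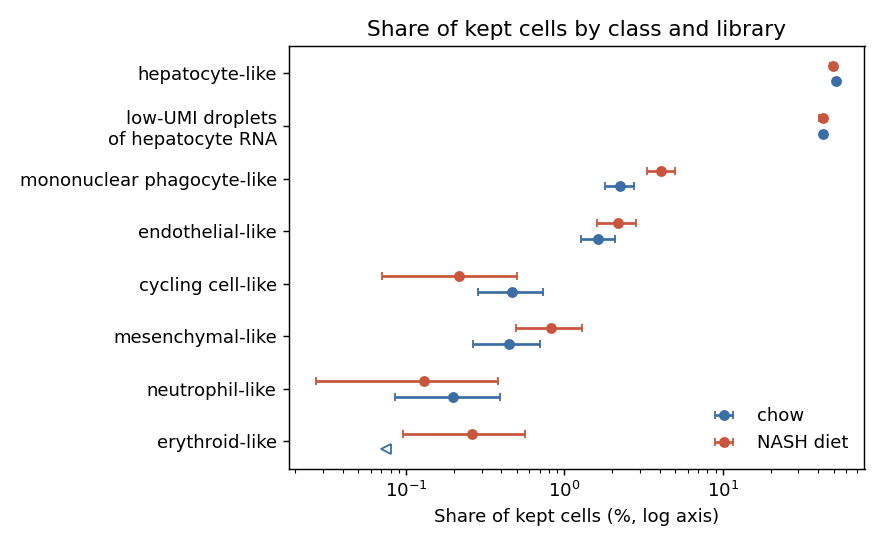
Share of kept cells in percent (log axis) by class, for the chow (blue) and NASH diet (red) libraries, with exact 95% binomial intervals and an open triangle at the limit that a count of 0 allows. Hepatocyte-like cells and low-UMI droplets of hepatocyte RNA lie between 42.7% and 52.1% in both libraries, and the other classes at 4.08% or less.

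Changes in hepatocyte lipid and inflammatory programmes were compared with gene lists in hepatocyte-like cells, over 46980653 chow and 22685661 NASH diet UMIs, with a median of 23415.5 and 19750.5 UMIs per cell. The clusters named above differed by library, so each value compares the whole class. The cholesterol biosynthesis list had a median log2 ratio of −2.21 (−2.25 to −2.12), or −2.36 relative to the shift of all genes, and lay at percentile 0 of the matched random lists, whose central 95% ran from 0.01 to 0.28. Of its 22 genes, 0 were higher in the NASH diet library. A pseudocount of 20 moved this median most, to −1.52. With ratios free of the pseudocount the median was −2.94, and without the 5 genes that led a cluster it was −1.92. The acute phase list had a median of −2.01 (−2.03 to −1.99), or −2.16 relative to the shift, also at percentile 0, with 0 of 20 genes higher. Without the 7 genes that led a cluster its median was −1.74. The lipogenesis list had a median of 0.30 (0.24 to 0.35), or 0.15 relative to the shift, at percentile 98.5, with 12 of 18 genes higher. Under a mitochondrial limit of 10% this median was −0.12. The class then held 1741 chow cells with a median of 669 UMIs against 201 NASH diet cells with a median of 6108, so values at that limit do not compare like cells.

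Of the other hepatocyte lists, fatty acid oxidation had a median of 0.94 (0.92 to 0.97), or 0.79 relative to the shift, with 14 of 15 genes higher. Lipid droplet and lipid uptake had a median of 0.51 (0.44 to 0.66), or 0.36 relative to the shift, with 14 of 15 higher. Both lay at percentile 100. The pericentral zonation list had a median of 0.71 (0.66 to 0.76), or 0.56 relative to the shift, at percentile 100, and the list of bile acid synthesis and sterol transport 0.48 (0.39 to 0.54), or 0.33, at percentile 99.8. These were −0.96 and −0.50 at a mitochondrial limit of 10%, between the unlike cells described above. The periportal zonation list, at 0.35 (0.33 to 0.37), or 0.20 relative to the shift, lay inside the central 95% of random lists at percentile 96.9. The interferon response list had a median of −0.06 (−0.10 to 0.02), or −0.21 relative to the shift, at percentile 0.77, and of 0.04 without the 5 genes that led a cluster.

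**Figure D3:**
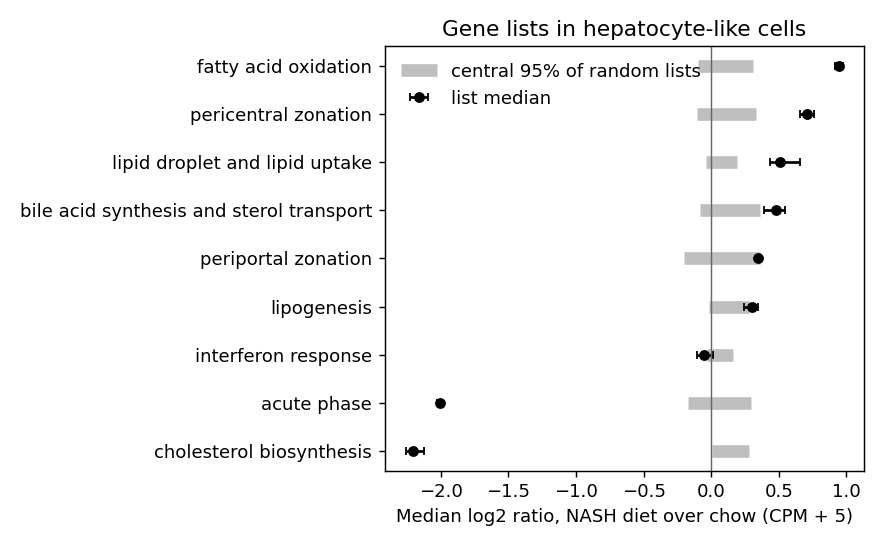
Median log2 ratio, NASH diet over chow (CPM + 5), of 9 gene lists in hepatocyte-like cells, with points at the medians, bars for the interval from Poisson draws and grey bands for the central 95% of matched random lists. Cholesterol biosynthesis at −2.21 and acute phase at −2.01 lie far below their bands, and fatty acid oxidation at 0.94 lies above its band.

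Of the genes with the largest differences by rule in hepatocyte-like cells, Cyp4a10, Cyp4a14, Saa2 and Idi1 came from these lists, and Inmt and Saa3 did not. Cyp4a10 (ENSMUSG00000066072, chromosome 4, 115518264 to 115533649 in GRCm38) rose from 20.8 CPM (19.6 to 22.2) to 523 CPM (514 to 532), a log2 ratio of 4.35, which a mitochondrial limit of 10% moved most, to 2.11, between unlike cells. Cyp4a14 rose from 16.2 to 260 CPM, a ratio of 3.64, and Inmt (ENSMUSG00000003477, chromosome 6, 55170626 to 55175043) from 29.1 to 328 CPM, a ratio of 3.29. Most lower was Saa2 (ENSMUSG00000057465, chromosome 7, 46751790 to 46754313), at 17828 CPM (17790 to 17866) in chow and 285 CPM (278 to 292) in the NASH diet library, a ratio of −5.94. Saa3 fell from 623 to 10.6 CPM, a ratio of −5.33, and Idi1 (ENSMUSG00000058258, chromosome 13, 8885501 to 8892451) from 449 to 10.1 CPM, a ratio of −4.91. Cyp4a10, Cyp4a14, Saa3 and Idi1 were also among the leading genes of a cluster held by 1 library. These ratios do not have the shift of 0.15 subtracted. The members of the Saa and Cyp4a families can share reads, so their separate values are uncertain.

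Within the cholesterol biosynthesis list, Sqle (ENSMUSG00000022351, chromosome 15, 59315077 to 59331192) had 7303 UMIs in chow and 24 in the NASH diet library, or 155 CPM (152 to 159) and 1.06 CPM (0.678 to 1.57), a log2 ratio of −4.73. Msmo1 fell from 374 to 15.6 CPM, a ratio of −4.20. In the lipogenesis list Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879) rose from 1200 CPM (1191 to 1210) to 10171 CPM (10130 to 10213), a ratio of 3.08, and Thrsp rose by 1.25, while Acly was lower at −0.93. The ratios in the lipid droplet list were 2.26 for Cidec, 2.16 for Cd36 and 1.71 for G0s2, and Acot1 of the fatty acid oxidation list had 3.16. In the acute phase list Saa1 had −4.54 and Orm2 −4.34. In the list of bile acid synthesis and sterol transport Cyp7a1 had 2.38, Abcg5 1.56 and Abcg8 1.03. The pericentral genes Cyp2a5, Slc1a2 and Glul had 2.91, 2.04 and 1.69, and −0.18, −0.80 and −0.65 between the unlike cells kept at a mitochondrial limit of 10%. Of the periportal genes Ctsc had −1.27, Sds 0.86 and Uroc1 0.67. Of the interferon genes Rsad2 had −0.87, Isg15 −0.39 and Ifi44 −0.26. In the Rsad2 counts 1 cell held 42.4% of the chow UMIs and 1 cell 59.5% of the NASH diet UMIs. Isg15 turned to 0.06 with at least 500 genes and 1000 UMIs, and to 0.18 with each library clustered on its own.

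Macrophage states were compared in cluster 7, over 555366 chow and 401630 NASH diet UMIs. The Kupffer cell identity list, genes of the resident macrophages of the liver, had a median log2 ratio of −2.02 (−2.15 to −1.87), at percentile 0, with 0 of 14 genes higher in the NASH diet library. Of these genes, 2 were among the leading genes of the cluster, and the median without them was −1.92. This value depended on which cells were grouped: re-clustering the non-parenchymal cells, an alternative added later, gave −0.28 in a group led by Kupffer genes, and a Leiden resolution of 2.0 gave −0.15. In that re-clustering, cells grouped by T cell, plasmacytoid dendritic cell, or B cell and plasma cell genes held 25.4% of the cluster's UMIs in chow and 70.0% in the NASH diet library. The lipid-associated macrophage list had a median of −0.18 (−0.57 to −0.06), at percentile 38.2, with 3 of 15 genes higher, and its direction turned to 0.74 for the mean over cells. The macrophage inflammatory cytokine list had a median of −0.38 (−0.68 to 0.09), at percentile 47.1, and reached 1.14 under the alternative that moved it farthest up. The interferon response list had a median of −0.82 (−1.10 to −0.52), at percentile 0.31, which turned to 0.09 with each library clustered on its own.

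The genes named by rule in cluster 7 rested on few cells. Xcl1 rose from 3 UMIs in chow to 98 in the NASH diet library, a log2 ratio of 4.58 (3.78 to 5.62), with 60.2% of the latter in 1 cell, and its ratio was 0 at a Leiden resolution of 2.0, with no mitochondrial limit and on re-clustering. Jchain had 148 and 1735 UMIs, a ratio of 3.99, and 1 cell held all of them in each library, so its ratio was 0 at a Leiden resolution of 2.0 and on re-clustering, which placed those cells in another group. Ccl4 had 40 and 188 UMIs, a ratio of 2.62, with 87.2% of the latter in 1 cell, and turned to −1.27 at a Leiden resolution of 2.0. Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) had 65 UMIs in 20 chow cells and 0 in the NASH diet library, at least 15.7-fold lower against a floor of 3 counts. Ccl2 had 73 and 2 UMIs, a ratio of −3.77 (−4.90 to −2.89). Il1b had 106 and 5 UMIs, a ratio of −3.49 (−4.71 to −2.67), and turned to 1.22 with each library clustered on its own. Of the lipid-associated macrophage list, Fabp5, Ctsb and Ctsd had ratios of −1.89, −1.52 and −1.42. Ctsb turned to 0.07 at a Leiden resolution of 2.0. With no mitochondrial limit Ccl4, Il1b and Ctsd had −0.36, 0.39 and 0.11, but there the Kupffer genes led the cluster named endothelial-like, so other cells were compared. Of the Kupffer list, Cd163, Vsig4 and Timd4 had −2.50, −2.33 and −2.30. Of the interferon list, Irf7, Gbp3 and Ifi27l2a had −1.68, −1.27 and −0.82, and Ifi27l2a turned to 0.18 with each library clustered on its own.

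Shares of cells with a UMI were compared in cluster 7 after thinning to 1000 UMIs, which left out 26 of 90 chow and 22 of 94 NASH diet cells. The median depth before thinning was 3994.5 and 1820.5 UMIs, against 23415.5 and 19750.5 in hepatocyte-like cells, the background class. Trem2 was read in 3 of 64 chow cells, 4.69% (0.977 to 13.1), and 5 of 72 NASH diet cells, 6.94% (2.29 to 15.5), with 0 of 2079 and 0 of 1132 hepatocyte-like cells, which allow up to 0.144% and 0.265%. Its unthinned shares were 17.8% and 11.7%, the alternative that moved the difference most, and its levels of 50.4 and 49.8 CPM were alike, so no difference was detectable. Gpnmb was read in 0 of 64 chow cells, which allows up to 4.69%, and in 2 of 72 NASH diet cells, 2.78% (0.338 to 9.68), with 0 of 2079 and 0 of 1132 hepatocyte-like cells and unthinned shares of 3.33% and 3.19%. Another draw, over the 47 of these chow cells re-clustered as mononuclear phagocyte-like, read Gpnmb in 1 cell. Cd9 was read in 4.69% (0.977 to 13.1) and 9.72% (4.0 to 19.0), with 2.69% and 0.442% of hepatocyte-like cells and unthinned shares of 21.1% and 18.1%. Its difference had the opposite direction in 3 of 3 alternatives, from −3.03 to −0.24 percentage points, so no order was read. Spp1 was read in 0 of 64 and 0 of 72 cells, which allows up to 4.69% and 4.17%, with 5.92% and 1.15% of hepatocyte-like cells and unthinned shares of 1.11% and 1.06%. Timd4 was read in 23.4% (13.8 to 35.7) of chow and 9.72% (4.0 to 19.0) of NASH diet cells, with 0 of 2079 and 0 of 1132 hepatocyte-like cells and unthinned shares of 45.6% and 10.6%, and the intervals overlapped. Thinned to 2000 UMIs, which left out 36 chow and 48 NASH diet cells, the shares were 37.0% (24.3 to 51.3) and 10.9% (3.62 to 23.6), whose intervals did not overlap, nor did the unthinned ones. Among cells re-clustered as mononuclear phagocyte-like the shares at 1000 UMIs were 34.0% (20.9 to 49.3) of 47 chow and 44.4% (13.7 to 78.8) of 9 NASH diet cells, so no order was read. Clec4f was read in 75.0% (62.6 to 85.0) and 19.4% (11.1 to 30.5), with 0.0962% of chow and 0 of 1132 NASH diet hepatocyte-like cells and unthinned shares of 63.3% and 21.3%. Clec4f was a leading gene of the cluster. Among cells re-clustered as mononuclear phagocyte-like it was read in 47 of 47 chow and 9 of 9 NASH diet cells. Clec4f led that group as well, so these shares say little. The shares of all 6 genes depend on how the cluster was made up, since low-UMI droplets of hepatocyte RNA were 28.9% of its chow and 48.9% of its NASH diet cells before thinning. Those were 26 chow and 46 NASH diet cells, while thinning to 1000 UMIs left out 26 and 22. Some NASH diet droplets therefore stayed in the thinned shares, and how many stayed in each library was not counted.

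Endothelial and mesenchymal programmes were compared in the 66 and 50 endothelial-like and the 18 and 19 mesenchymal-like cells. Of the endothelial-like cells, 24 in chow and 7 in the NASH diet library came from the low-UMI cluster 14. The endothelial capillarisation and activation list had a median log2 ratio of −0.49 (−0.60 to 0.00), or −0.38 relative to the shift of −0.12, at percentile 0.33. It was 0.22 for the mean over cells and near 0 in the merged matrix, so no direction was read. The endothelial interferon response list had a median of −0.04 (−0.28 to 0.33), a mean of 0.16 and a median of 0.0756 relative to the shift, which differ in sign, so no direction was read. Of the genes named by rule, Spp1 had 0 UMIs in chow and 129 in the NASH diet library, at least 32.7-fold higher, with 99.2% of them in 1 cell. Top2a and Cenpf also had 0 UMIs in chow, and 88 and 68 in 5 NASH diet cells, at least 22.3-fold and 17.2-fold higher, and re-clustering brought the ratio of Top2a to 0 and turned that of Cenpf to −0.91. Gja4, Inhbb and Icam1 were lower, at −1.71, −1.69 and −1.67. Fabp4, a leading gene of cluster 14, had 0.91 and Col4a2 −0.74, and Col4a2 had 0.06 at a mitochondrial limit of 10% and 0.31 with none. Ifi27l2a had 7 UMIs in chow and 64 in the NASH diet library, a ratio of 2.59 (1.75 to 3.86). Its ratio turned negative under 5 alternatives, and was −1.88 on re-clustering. Rsad2 had −1.34, with 76.4% of its chow UMIs in 1 cell, and 0.86 at a mitochondrial limit of 10%. The class named endothelial-like also held mesenchymal genes such as Dcn among its leading genes at that limit, at a Leiden resolution of 0.5 and with each library on its own, and Kupffer genes with no limit, so these values compare mixed classes. Isg15 had −0.69 (−1.46 to 0.07).

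The fibrogenic list in mesenchymal-like cells (cluster 13) had a median log2 ratio of 2.25 (1.53 to 2.55), at percentile 100, with 12 of 13 genes higher in the NASH diet library. The median was 1.99 without the 2 genes that led the cluster. Ratios free of the pseudocount gave 1.33. There the 0 chow UMIs of Acta2 and Lox were replaced by the floor of 3 counts, so 1.33 is a lower limit. A pseudocount of 1 gave 2.48 and one of 20 gave 1.18. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 15 UMIs in 6 chow cells and 262 in 14 NASH diet cells, a ratio of 3.27 (2.65 to 4.15), and 1 cell held 131 of the latter. Col1a2, a leading gene of the cluster, had 43 and 459 UMIs, a ratio of 2.60, with 49.2% of the latter in 1 cell. Spp1 had 1 and 114 UMIs, a ratio of 5.21 (3.99 to 6.56), each in 1 cell.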

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

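The tests of the mitochondrial share, of the gut genes and of the haemoglobin UMIs were set out before their results were seen. Each concerns barcodes that the comparisons of the diets leave out or do not use, and each pattern was found and tested on the same data.

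Of the NASH diet barcodes, 40.6% lay between 30% and 80% mitochondrial UMIs, against 6.29% of the chow barcodes, and the mitochondrial limit left them out. A different UMI minimum in the deposited barcodes was argued against, since among barcodes of at least 1000 UMIs the share was still 32.5% (31.1 to 33.9) against 7.87% in chow. Low-UMI droplets alone were argued against too, since among barcodes of at least 10000 UMIs it was 12.7% (10.96 to 14.7) against 4.28%. Damage of cells caused by the diet and damage during preparation cannot be told apart, because the number of preparations per diet was 1. The diet therefore stays open as an untested explanation.

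A cluster led by genes of the gut held 6 NASH diet and 0 chow cells, and with no mitochondrial limit 25 NASH diet barcodes, 0.486% (0.315 to 0.716), and 0 chow barcodes, which allows up to 0.0575%. A candidate explanation is gut epithelial cells, intact or damaged, carried into the NASH diet preparation. The 12 enterocyte genes tested were not among the 10 leading genes of the cluster. Whether they were among the variable genes used for clustering was not checked. They took 0.312% of the UMIs of these barcodes against 0.00321% in the other NASH diet barcodes, and 12 of 12 had a UMI. The most abundant of them, Muc13, Vil1 and Lct, had 697, 394 and 382 CPM. Of the 12 genes, 1 (Cdhr5) exceeded 5 CPM in chow hepatocyte-like cells. Hepatocyte markers took 2.13% of the UMIs of these barcodes against 14.0% in the others. An effect of the diet on the presence of such cells was not tested.

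Erythroid-like cells numbered 6 in the NASH diet library and 0 in chow, where 1 more such barcode was among the removed doublets. A candidate explanation is more blood left in the NASH diet preparation. Haemoglobin UMIs were 193 CPM (188 to 199) in the other kept NASH diet cells, against 29.98 CPM in chow, and 4.35% of those cells had at least 1 such UMI, against 0.198%. In chow 1493 haemoglobin UMIs lay in 8 cells. Red cell formation in the liver, and an effect of the diet, were not tested.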

How the results depend on the processing

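The denominator without hepatocyte-like cells and low-UMI droplets, and the re-clustering of non-parenchymal cells, were chosen after the data had been seen. The other alternatives were planned. Values are log2 ratios, NASH diet over chow.

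The cholesterol biosynthesis median stayed between −2.84 and −1.52 and the acute phase median between −2.53 and −1.92 over 14 alternatives each. The Kupffer cell identity median kept its sign over 16 alternatives but ranged from −2.67 to −0.15. Of the other lists, fatty acid oxidation stayed between 0.79 and 0.98, and lipid droplet and lipid uptake between 0.23 and 0.84. Ratios free of the pseudocount were not among these alternatives and fell outside the ranges. They gave 1.38 for fatty acid oxidation, 1.37 for lipid droplet and lipid uptake, and −2.94 for cholesterol biosynthesis. The sign held throughout for 0 of 4 cell shares, 3 of 5 main lists, 5 of 11 other lists, 42 of 58 named genes and 2 of 6 shares of cells with a UMI. Among single values, 28 of the cell shares stayed within counting error, 10 moved and 2 reversed. For the main lists these were 39, 31 and 4, for the other lists 115, 43 and 3, and for the genes 524, 258 and 21. Of the shares of cells with a UMI 16 stayed and 2 moved. These counts include settings at which a class held other cells. For lists and genes, the counting error used leaves out the spread between cells. Both other treatments of doublets gave the same values and count as 1.

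A mitochondrial limit of 10% gave −0.27 for the hepatocyte-like share, 1.50 for the endothelial-like and 1.64 for the mononuclear phagocyte-like share. List medians were −1.88 for cholesterol biosynthesis, −2.53 for acute phase, −1.64 for lipid-associated macrophage and −2.67 for Kupffer cell identity. Lipogenesis reversed to −0.12, bile acid synthesis and sterol transport to −0.50, and pericentral zonation to −0.96, with Cyp2a5 at −0.18, Slc1a2 at −0.80 and Glul at −0.65. Col4a2 in endothelial cells reversed to 0.0632, Ifi27l2a to −0.88 and Rsad2 to 0.86. Here the hepatocyte-like class held 1741 chow cells with a median of 669 UMIs and 201 NASH diet cells with a median of 6108, so it no longer compared like cells. The endothelial-like cluster was led by Dcn, Bgn, Sparc and Col3a1 beside endothelial genes, and no mesenchymal-like cluster was found, so both kinds of cell were merged. Ighm and Ccl5 led the mononuclear phagocyte-like cluster beside C1qb and Clec4f, and for that class the cause was not tested.

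No mitochondrial limit gave shares of 0.83 (hepatocyte-like), −0.73 (endothelial-like, of opposite sign) and 2.73 (mononuclear phagocyte-like). Medians were −2.28 for cholesterol biosynthesis, 0.17 for lipogenesis, −2.15 for acute phase, −0.0516 for the lipid-associated macrophage list in mononuclear phagocytes and −0.51 for Kupffer cell identity. Ccl4 reversed to −0.36, Il1b to 0.39, Ctsd to 0.11, and in endothelial-like cells Col4a2 to 0.31 and Ifi27l2a to −1.64. The hepatocyte-like class then held 2406 chow cells with a median of 21242 UMIs and 4207 NASH diet cells with a median of 1671, because a low-UMI cluster of 2110 NASH diet cells was named hepatocyte-like and one of 1742 chow cells was not. Cd5l, Clec4f, C1qa and C1qc led the endothelial-like cluster, and Cd74, Lyz2 and H2 genes the mononuclear phagocyte-like one, so neither class held the cells it held before, and these values show no change in the classes themselves. At least 500 genes and 1000 UMIs gave −0.33 for the hepatocyte-like share, −2.12 for cholesterol biosynthesis, 0.20 for lipogenesis, −2.07 for acute phase and 0.0641 for Isg15 in hepatocyte cells, and the cause was not tested. The neutrophil-like share there was 1.99, against −0.61 at the main settings. Its cluster of 23 chow and 72 NASH diet cells was also led by Gm26917, Malat1 and Nr1i3, so it held other cells.

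A Leiden resolution of 0.5 gave 2.41 for the neutrophil-like share, whose cluster of 25 chow and 76 NASH diet cells was also led by Gm26917, Nr1i3 and Malat1, the genes of hepatocyte-like cluster 11 (17 and 74 cells). It gave −0.84 for Ifi27l2a in endothelial-like cells, led by Dcn there. A resolution of 2.0 reversed the mononuclear phagocyte-like share to −1.61 and gave medians of 0 for lipid-associated macrophage and −0.15 for Kupffer cell identity, with Ccl4 at −1.27 and Ctsb at 0.0660. Re-clustering gave −1.48 for that share, 0.26 and −0.28 for these lists, and −0.91 for Cenpf and −1.88 for Ifi27l2a in endothelial-like cells. With each library clustered on its own the hepatocyte-like share was 0.47, where a cluster of 292 NASH diet cells with a median of 1755.5 UMIs took that name and a chow cluster of 303 cells with a median of 4822 did not. Lipogenesis was 0.22, acute phase −2.10, lipid-associated macrophage 0.35, the Kupffer cell identity list in mononuclear phagocytes −1.20 and the macrophage interferon list 0.0892. Isg15 in hepatocyte-like cells was 0.18, Il1b 1.22, Ifi27l2a in mononuclear phagocyte cells 0.18 and Ifi27l2a in endothelial cells −1.20, with Dcn again leading the endothelial-like clusters. For the other values at these settings the cause was not tested. The denominator without hepatocyte-like cells and low-UMI droplets gave 0.20 for the mononuclear phagocyte-like share. For the endothelial-like share it gave −0.27, of opposite sign to the main value but within counting error.

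By construction, a pseudocount of 1 widened cholesterol biosynthesis to −2.84 and acute phase to −2.03, and one of 20 narrowed them to −1.52 and −1.97, with lipogenesis at 0.24. Median-ratio scaling, which removes the shift of all genes, gave −2.30, −2.16 and 0.15 in that order. The mean over cells gave 0.43 for lipogenesis, −1.92 for acute phase, 0.74 for lipid-associated macrophage and −1.75 for Kupffer cell identity, and the cause was not tested. The merged matrix gave −1.98 for acute phase, and genes of at least 50 UMIs gave 0.42 for lipogenesis, where the cause was not tested.

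Ambient subtraction was not run for hepatocyte-like cells, where it is void. No value was had for the neutrophil-like share with each library clustered on its own, for mesenchymal-like cells where no cluster took that name (a mitochondrial limit of 10%, a resolution of 0.5, each library on its own), or for T and B cells, which had no main value. Depth limits the classes other than hepatocyte-like cells, which rest on 94 cells or fewer per library.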

Other observations

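The tests of immune cells in the mononuclear phagocyte-like cluster, of Spp1 in 1 cell and of Top2a and Cenpf in cycling cells were chosen after their results had been seen. The other tests were set out before theirs, though after the patterns they address. With 1 library per diet, every difference is confounded with preparation, and the diet stays open as an untested explanation throughout.

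The cholesterol biosynthesis list was lower in NASH diet hepatocyte-like cells. Sampling of other liver zones was argued against, since over 3 zonation groups the median nearest to 0 was −1.88, below its random lists. More mitochondrial RNA was argued against, since over 4 bands of mitochondrial share the median nearest to 0 was −1.81. A difference in depth was argued against by −2.27 with each cell thinned to 5000 UMIs, and a few genes taking most counts by −2.39 without the 22 genes over 1% of UMIs. A candidate explanation is lower sterol regulation through SREBP2. Targets outside the list had a median of −0.78, at percentile 0, although 3 of 9 were higher. Sterol loading may also be read from the LXR targets, with a median of 0.40 at percentile 99.6 and 5 of 6 higher. Both are hypotheses, and neither separates a diet effect from a difference between preparations or mice.

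The acute phase list was also lower in NASH diet hepatocyte-like cells, so it was higher in chow. Sampling of zones was argued against by −1.82, more mitochondrial RNA by −1.56, depth by −1.97 and a few abundant genes by −1.83, measured as above, the last over 17 of the 20 genes, since the others were themselves over 1% of UMIs. The median shrank from −3.10 at a mitochondrial share of 0 to 15% to −1.56 at 25 to 30%. More mitochondrial RNA was therefore argued against only as the whole cause. More dissociation stress in the chow cells cannot be told apart from the diet: the immediate early genes had a median of −0.0078, with 7 of 14 higher, and such a median over genes going both ways decides nothing. A candidate explanation is an IL-6 response in the chow mouse or preparation, since IL-6 targets outside the list had a median of −1.37, at percentile 0, with 1 of 10 higher. Whether such a response came before or during the preparation was not tested.

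The Kupffer cell identity list was lower in the NASH diet part of cluster 7. A candidate explanation is other immune cells mixed into that cluster. Cells grouped on re-clustering by T cell, plasmacytoid dendritic cell, or B cell and plasma cell genes held 70.0% of its NASH diet UMIs, against 25.4% in chow. Cells re-clustered as mononuclear phagocyte-like held 15.4% against 70.5%. Among them the Kupffer median was −0.28, at percentile 16.3, inside its random lists, but Marco, Clec4f, Vsig4, Timd4 and Cd163 led that group, so it was itself picked by Kupffer genes and its median says little. The group named by plasmacytoid genes, 28.0% of the NASH diet UMIs against 10.4%, was also led by the monocyte and dendritic cell genes Ly6c2, Chil3 and Cd209a, so part of the mixture may be other mononuclear phagocytes. Low-UMI droplets of hepatocyte RNA were 48.9% of the cluster's NASH diet cells against 28.9% in chow. Fewer Kupffer cells in the NASH diet liver stays open, since 10 such cells in that library may reflect the preparation as well.

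Apoa4, chosen after its values were seen, rose from 140 to 941 CPM in hepatocyte-like cells, a log2 ratio of 2.71. RNA of gut epithelial cells was argued against as its source: gut RNA at the level of the enterocyte genes would bring 5.76% of the NASH diet level. Cdhr5 alone made up 38.4 of the 40.4 CPM of enterocyte genes behind that value. Chow hepatocyte-like cells held Cdhr5 at 49.2 CPM, so the value rests mainly on a gene read in chow too. Rbp2, Reg1 and Sis, at 2992, 2194 and 1564 CPM in the gut-gene barcodes, had 0 UMIs in NASH diet hepatocyte-like cells. S100g, at 2587 CPM in those barcodes, had 141 UMIs (6.22 CPM) in NASH diet hepatocyte-like cells against 3 in chow, but the 0 UMIs of Rbp2, Reg1 and Sis argue against gut RNA as the source of S100g too. No other explanation was tested.

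The fibrogenic list was higher in NASH diet mesenchymal-like cells, where 1 cell held 663 of its 1734 UMIs, 38.2%. Without that cell the median was 1.55, over 12 of the 13 genes, above its random lists, which argued against a single cell as the whole cause. With 18 and 19 cells, a different mix of mesenchymal cells stays open and was not tested.

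In endothelial-like cells the higher Spp1 may come from a single cell, which held 99.2% of its UMIs. Spp1 also led the cholangiocyte-like cluster named at a Leiden resolution of 2.0, and the type of that single cell was not tested. The higher Top2a and Cenpf may come from a few cycling cells, since 100% of the UMIs of both genes lay in the same 5 of 50 cells. Neither gives a difference over the class.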
